# Comparison of Gene Expression by Sheep and Human Blood Stimulated with the TLR4 Agonists Lipopolysaccharide and Monophosphoryl Lipid A

**DOI:** 10.1371/journal.pone.0144345

**Published:** 2015-12-07

**Authors:** Perenlei Enkhbaatar, Christina Nelson, John R. Salsbury, Joseph R. Carmical, Karen E. O. Torres, David Herndon, Donald S. Prough, Liming Luan, Edward R. Sherwood

## Abstract

**Background:**

Animal models that mimic human biology are important for successful translation of basic science discoveries into the clinical practice. Recent studies in rodents have demonstrated the efficacy of TLR4 agonists as immunomodulators in models of infection. However, rodent models have been criticized for not mimicking important characteristics of the human immune response to microbial products. The goal of this study was to compare genomic responses of human and sheep blood to the TLR4 agonists lipopolysaccharide (LPS) and monophosphoryl lipid A (MPLA).

**Methods:**

Venous blood, withdrawn from six healthy human adult volunteers (~ 28 years old) and six healthy adult female sheep (~3 years old), was mixed with 30 μL of PBS, LPS (1μg/mL) or MPLA (10μg/mL) and incubated at room temperature for 90 minutes on a rolling rocker. After incubation, 2.5 mL of blood was transferred to Paxgene Blood RNA tubes. Gene expression analysis was performed using an Agilent Bioanalyzer with the RNA6000 Nano Lab Chip. Agilent gene expression microarrays were scanned with a G2565 Microarray Scanner. Differentially expressed genes were identified.

**Results:**

11,431 human and 4,992 sheep probes were detected above background. Among them 1,029 human and 175 sheep genes were differentially expressed at a stringency of 1.5-fold change (p<0.05). Of the 175 sheep genes, 54 had a known human orthologue. Among those genes, 22 had > 1.5-fold changes in human samples. Genes of major inflammatory mediators, such as IL-1, IL-6 and IL-8, TNF alpha, NF-kappaB, ETS2, PTGS2, PTX3, CXCL16, KYNU, and CLEC4E were similarly (>2-fold) upregulated by LPS and MPLA in both species.

**Conclusion:**

The genomic responses of peripheral blood to LPS and MPLA in sheep are quite similar to those observed in humans, supporting the use of the ovine model for translational studies that mimic human inflammatory diseases and the study of TLR-based immunomodulators.

## Introduction

Basic science research, particularly studies involving animal models to mimic human illnesses, is pivotal for the understanding of disease pathophysiology, prevention and treatment. The question many researchers must ask, though, is what animal model should be used to best mimic a certain disease condition. The pathophysiological responses to the same injury or stimulus may vary in different species depending on anatomical structure, cellular composition, neurohumoral responses and gene expression. For example, ruminants, particularly ovine models, might be not the best choice for studies involving gastroenterological, specifically gastric, diseases as their anatomical structure considerably differs from that of humans—ruminants have multiple stomachs [1]. Similarly, the use of rodent models should be avoided for studies elucidating the pathophysiology of airway changes, particularly those involving airway secretory function, as the rodent lacks (mice) or possesses much fewer (rats) airway glands [2].

Sepsis is an increasingly common disease process that is associated with multi-organ dysfunction, leading to the death of 20–50% of patients [3]. To date, there is no Food and Drug Administration (FDA)-approved specific therapy available to treat this malady. There have been nearly 150 clinical trials performed to modulate inflammatory responses in critically ill patients, and all of these trials have failed [4–7]. Although there can be many different reasons for the failures of those clinical trials, it is likely that pitfalls in animal species selection may have played a considerable role.

In our previous studies, we have demonstrated the pathophysiology of ovine sepsis induced by Gram-positive and–negative microorganisms [8, 9], which displays similar cardiovascular hemodynamic changes i.e., tachycardia, increased cardiac output, systemic vasodilation with decreased vascular resistance, and heart failure, and closely resembles human hyperdynamic sepsis [8–10]. Our studies also indicate that sheep show hemodynamic and inflammatory responses to lipopolysaccharide (LPS) infusion that closely mimic those observed in humans [11, 12]. LPS is a component of the Gram negative bacterial cell wall that is recognized by the immune system after binding to the toll-like receptor 4 (TLR4) complex [13, 14]. LPS infusion causes many of the hemodynamic and inflammatory responses that are typical of clinical sepsis and is, thus, considered to be an important experimental model of sepsis.

Monophosphoryl lipid A (MPLA) is an LPS analog that possesses many of the immunomodulatory properties of endotoxin but does not induce severe inflammation or physiologic dysfunction at clinically useful doses. As such, MPLA is approved by the FDA for use as a vaccine adjuvant and is currently employed in several clinically important vaccines [15, 16]. More recent studies show that MPLA can augment innate immune responses to bacterial infections and could serve as a useful immunomodulatory to enhance the host response to infection in high-risk populations [17, 18].

In the present study, we aimed to compare the genomic responses of ovine and human whole blood exposed to the same doses of the TLR4 agonists LPS and MPLA. The goal was to define similarities and differences in the genomic response among the species. Given the similarities in the *in vivo* physiological and inflammatory responses among humans and sheep, this assessment will broaden the comparison and provide further information regarding the suitability of the ovine model for the study of sepsis and TLR-based immunomodulation.

## Material & Methods

### Sample Preparation

After obtaining Institutional Review Board (Human Research Protection Program, Vanderbilt University Medical Center, Nashville, TN) approval and informed consent, venous blood was withdrawn from six healthy human adult volunteers. All participants signed an informed (written) consent along with a trained member of the study team. The consent procedure was fully outlined in the approved Institutional Review Board application. Venous blood was also obtained from six healthy adult female sheep (approximately 3 years old) after obtaining Institutional Animal Care and Use Committee (The University of Texas Medical Branch at Galveston) approval. Blood was drawn into lithium heparin containing tubes. Three mL of blood was incubated at 37°C for 90 minutes on gently rolling rocker with 30 μL of PBS, or lipopolysaccharide (LPS) (Sigma Chemical, St Louis, MO) or monophosphoryl lipid A (MPLA) (Sigma Chemical, St Louis, MO). The doses for LPS and MPLA were 1 ug/mL and 10 ug/mL, respectively. After 90-minute incubation, 2.5 mL of blood was transferred to Paxgene tubes and incubated for 8 hrs at room air on a rolling rocker. Samples were stored in the freezer at -20°C until shipped to GenUs for the genomic assay.

### Isolation of total RNA

Human and sheep Total RNA was isolated from whole blood preserved in PAXgene Blood RNA tubes. Quality and quantity of the Total RNA sample was assessed using an Agilent Bioanalyzer with the RNA6000 Nano Lab Chip (Agilent Technologies; Santa Clara, CA) [19].

### cRNA preparation

Labeled cRNA was prepared by linear amplification of the Poly(A)+ RNA population within the Total RNA sample. Briefly, Total RNA was reverse transcribed after priming with a DNA oligonucleotide containing the T7 RNA polymerase promoter 5’ to a d(T)24 sequence. After second-strand cDNA synthesis and purification of double-stranded cDNA, in vitro transcription was performed using T7 RNA polymerase. The quantity and quality of the cRNA was assayed by spectrophotometry and on the Agilent Bioanalyzer as indicated for Total RNA analysis [20].

### Gene expression microarray

Purified cRNA was fragmented to uniform size and applied to Agilent Sheep 8x15K or Agilent Human 8x60K v2 Gene Expression microarray (Agilent Technologies, Sheep Design ID 019921, Human design ID 039494) in hybridization buffer. Arrays were hybridized at 37°C for 18 hrs in a rotating incubator, washed, and scanned with a G2565 Microarray Scanner (Agilent Technologies) [21].

### Data analysis

Arrays were processed with Agilent Feature Extraction software and data was analyzed with GeneSpring GX software (Agilent Technologies). To compare individual expression values across arrays, raw intensity data from each gene was normalized to the 75^th^ percentile intensity of each array. Genes were further normalized to the subject-specific PBS sample. Genes with values greater than background intensity in all replicates of at least one condition were filtered for further analysis. Differentially expressed genes were identified with Paired T-test p-values < 0.05 and fold change >1.5 fold. The p-value and stringency were chosen based on recommendations from the MAQC study [22, 23]. Orthologues were identified as Sheep probe Gene IDs listed in the NCBI Human orthologue table.

## Results

### RNA Quality

Quality of the purified RNA was assessed by visualization of 18S and 28S RNA bands using an Agilent BioAnalyzer 2100 (Agilent Technologies, CA). Resulting electroperograms were used in the calculation of the 28S/18S ratio and the RNA Integrity Number [19]. A 28S/18S ratio of 2 has been deemed acceptable RNA quality suitable for downstream applications. As evident in Fig 1, all RNA isolates resulted in very distinct 18S and 28S bands and thus deemed sufficient quality to proceed with expression analysis.

**Fig 1:**
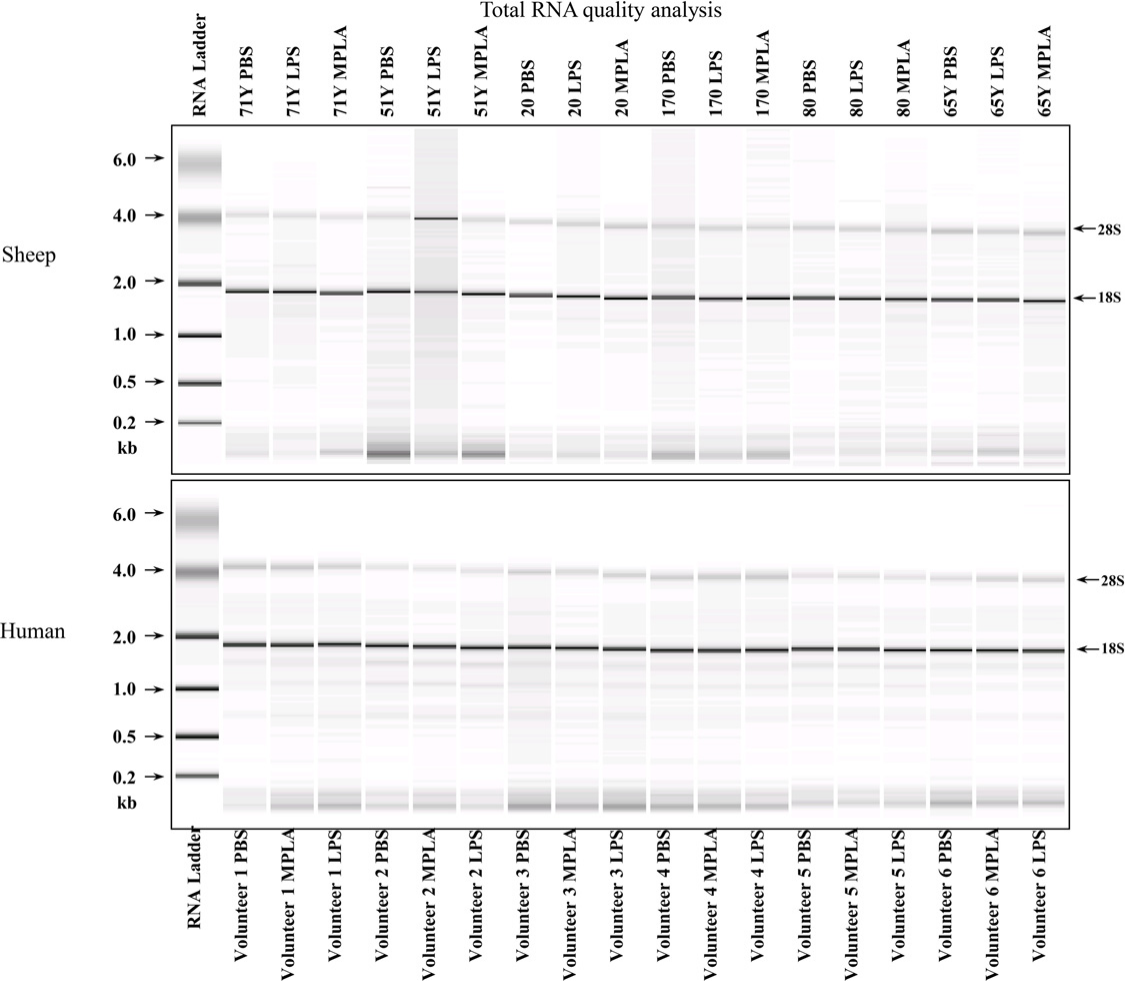
Total RNA quality analysis. Quality of the purified RNA was assessed by visualization of 18S and 28S RNA bands using an Agilent BioAnalyzer 2100 (Agilent Technologies, CA). Resulting electroperograms were used in the calculation of the 28S/18S ratio.

### Microarray fluorescence Intensity plots

Normalized fluorescence intensity values were plotted for test samples versus the corresponding control’s values in scatter plots. 

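Whole blood from each of 6 volunteers was incubated with PBS, with LPS or with MPLA, and RNA from each of the 18 incubations was hybridized to its own one-colour human array. The doses given in the paper's methods are 1 ug/mL for LPS and 10 ug/mL for MPLA, and the incubation lasted 90 minutes. The labels of the deposited arrays give the same amounts without a volume, so the doses are the paper's. Only the arrays of human blood were available, and no array of sheep blood was analysed. The deposited scanner values are the processed signals of Agilent Feature Extraction, which are spot intensities after subtraction of background and correction for trends across the array. Each array carried 58717 spots outside the controls, for 50599 probes. Spots marked as outliers by the software were left out, between 211 and 366 per array, and the remaining spots of a probe were averaged. Signals were divided by the 75th percentile of their array and expressed as log2 values. Between 7530 and 14934 probes per array lay well above background, with a median of 11790 in the PBS arrays, 10167 in the LPS arrays and 11905.5 in the MPLA arrays. These make 14.9% to 29.5% of the probes, and on 11 of the 18 arrays they made less than 25%, so that the 75th percentile of those arrays fell among probes that were not well above background. The percentile itself ranged from 11.4 to 46.9 units of signal. A probe was tested when it lay well above background in every replicate of at least 1 condition, with at least 4 replicates free of outlier marks, which 8017 probes did. Each probe was fitted with limma over the 3 groups together, with the volunteer as a block. The arrays lay on 3 slides, with 2, 1 and 3 arrays of LPS and the same numbers of MPLA, against 3, 2 and 1 of PBS. A call at the study's threshold is a change of more than 1.5-fold with an unadjusted p under 0.05, and Benjamini-Hochberg adjusted calls are given beside it. The precision of every value is limited by the 6 arrays per group.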

Diagonal lines were drawn at the two-fold expression change threshold in order to clearly identify differentially expressed genes meeting that criterion. The 45-degree angle of these lines indicates effective normalization, as the majority of genes are unchanged in their expression. Furthermore, individual data points were colored black, denoting the change passed both the two-fold cutoff and a significant p-value of <0.05. 

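Of the 8017 human probes tested, 7755 differed by less than 2-fold between LPS and PBS, which is 96.7%, and 7704 between MPLA and PBS, which is 96.1%. Less than 1.5-fold was found for 91.9% and 84.7% of the probes. The median log2 change over all probes was -0.08 with LPS and -0.12 with MPLA. With the percentile taken over the 5252 probes well above background on all 18 arrays, these medians were -0.06 and -0.03. Within single volunteers the median change lay between -0.37 and 0.21 with LPS and between -0.40 and 0.02 with MPLA. From the angle of the drawn lines and the unchanged majority, the paper reasons that the normalization was effective.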

LPS and MPLA exposure resulted in nearly equal numbers of genes being differentially expressed (Fig 2).

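At the threshold drawn in Fig 2, which is 2-fold with an unadjusted p under 0.05, limma called 255 probes after LPS, 212 of them higher and 43 lower, and 273 after MPLA, 225 higher and 48 lower. At 1.5-fold the counts were 544 and 852. After Benjamini-Hochberg adjustment, 262 probes were called with LPS, 201 of them higher, and 255 with MPLA, 198 of them higher. The alternative that moved the counts at 2-fold most was the absence of any filter on dim probes, with 571 and 553. The share of higher probes among the calls at 1.5-fold was 59.2% with LPS and 43.9% with MPLA. With LPS it depended on single volunteers, and was 42.1% without the volunteer numbered 3 and 70.3% without the volunteer numbered 5. With MPLA it depended on the scaling, and was 62.3% with the percentile over probes above background on every array and 64.3% after quantile normalization. The share with MPLA depended on single volunteers as well. It was 64.1% without the volunteer numbered 2 and 30.9% without the volunteer numbered 5.

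Among probes with a value in all 6 volunteers, the largest fitted increases after LPS were in IL6, IL1A, CXCL3, IFNB1 and CXCL2, although the places of IL1A and IFNB1, and in part of IL6 and CXCL3, rest on PBS values below background. CCL20, named after its values were seen, rose by 6.88 with LPS and has a value in 5 of the 6 volunteers. CXCL3 rose by 6.30 on the log2 scale (standard error 0.27, limma adjusted p = 1.62e-09), although it lay above background on only 3 of the 6 PBS arrays. IFNB1 lay above background on none of the PBS arrays, so its change is a bound of at least 15.9-fold higher with LPS and at least 1.64-fold higher with MPLA, where it was above background on 3 of 6 arrays. CXCL2 rose by 5.40 with LPS and by 5.05 with MPLA. The largest decreases after LPS were in RHOB, which fell by 3.05, KCNE3, which fell by 2.73, and TMEM170B, which fell by 2.34, although KCNE3 and TMEM170B lay above background on only 3 of the 6 LPS arrays. COXFA4L3 rose by 5.08 with MPLA and 4.81 with LPS. F3 was at least 10.3-fold higher with MPLA and at least 8.04-fold higher with LPS, and MYCL, above background on 3 of the 6 MPLA arrays, fell by 2.39 with MPLA. From Fig 2, the paper states that the 2 agonists changed similar numbers of genes.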

**Fig 2:**
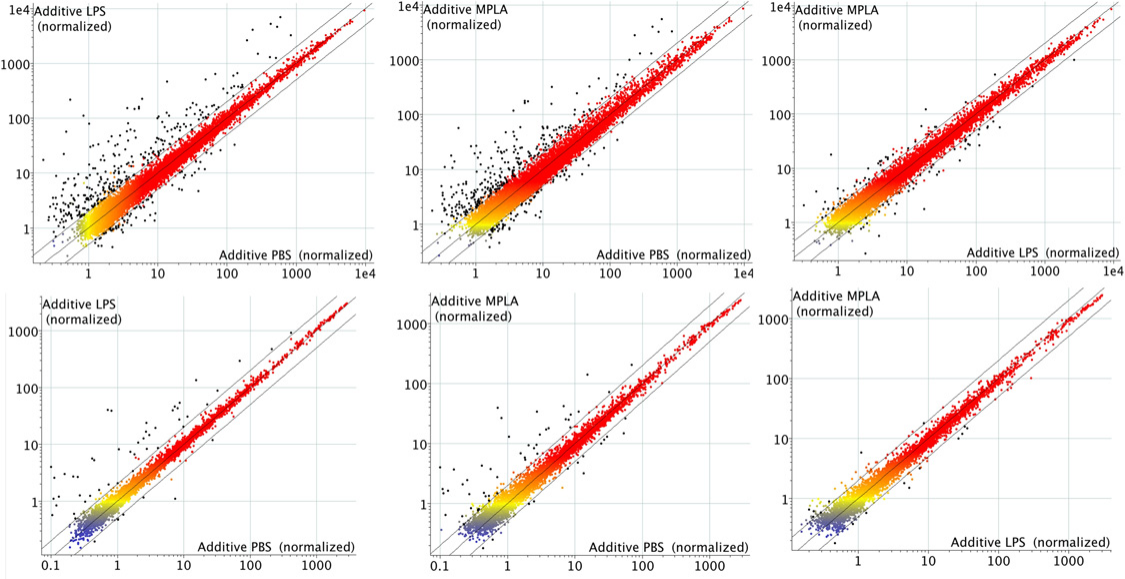
Scatter plots of probes above background in at least 4 of 6 replicates in any group (4,992 sheep probes, 11,431 human probes). Intensity values are normalized to the 75th percentile intensity of each array. Diagonal lines indicate 2-fold differential expression. Red/Orange: high expression; yellow: medium expression; blue: low expression; and black: probes that pass 2-fold and paired T-test p-value<0.05 cutoffs. Top row: Human. Bottom row: Sheep.

In the Fig 3, we present a Hierarchical Clustering that was carried out on the subset of orthologous genes that exhibited greater than 1.5-fold induction and paired T-test value <0.05 after LPS or MPLA challenge in both species. LPS and MPLA are clearly discernable from PBS with pro-inflammatory cytokines being induced in both species with treatment. 

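The 18 human arrays were clustered on the 16 human probes of Table 2, with values centred on the mean of each volunteer, 1 minus the Pearson correlation as distance and average linkage. The paper's text does not name the distance or the linkage. When the tree was divided in 2, all 6 PBS arrays fell in 1 branch and all 12 arrays of LPS and MPLA in the other, so that 18 of 18 arrays were placed. This was also so with Euclidean distance, with complete linkage, without centring and on all tested probes. These probes had been chosen by the study for their change after LPS or MPLA in these samples, so the split from PBS is not independent evidence. Averaged over the 16 genes, the log2 change was 2.70 ± 0.29 (SD, n = 6 volunteers) with LPS and 2.40 ± 0.50 (SD, n = 6) with MPLA, and each was above 0 in 6 of 6 volunteers (two-sided exact sign-flip permutation test, p = 0.031 for each, the smallest p that 6 pairs allow). These means include IL1A and INHBA, which lay above background on no PBS array, and with signals floored at the lowest detected one they were 2.41 and 2.06. From the clustering, the paper states that LPS and MPLA are told apart from PBS.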

Not surprisingly, LPS is marginally discernable from MPLA.

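When the same tree was divided in 3, 14 of the 18 human arrays were placed with their treatment, because 4 of the 6 MPLA arrays joined the LPS arrays. The number depended on the distance, with 18 of 18 under Euclidean distance and 11 of 18 without centring on the volunteer. The mean difference between MPLA and LPS over the 16 genes was -0.30 ± 0.38 on the log2 scale (SD, n = 6 volunteers), with 4 volunteers below 0 and 2 above (two-sided exact sign-flip permutation test, p = 0.15625). At 1.5-fold and an unadjusted p under 0.05, limma called 2 of the 16 genes higher with MPLA than with LPS and 4 lower. Opposite differences cancel in the mean, so it does not measure how well the 2 agonists are told apart.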

**Fig 3:**
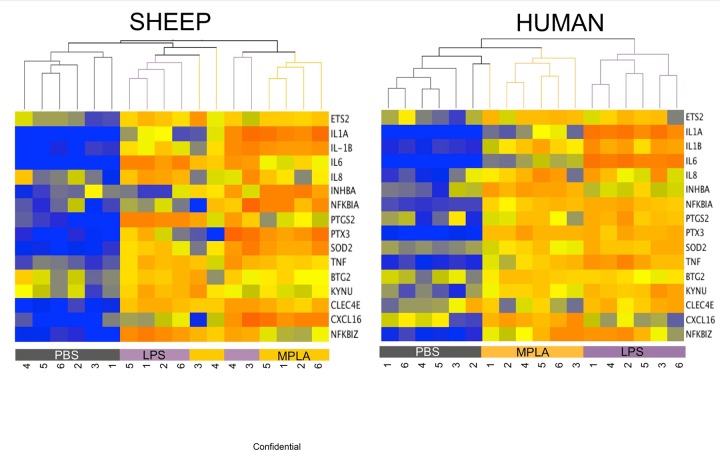
Hierarchical cluster of the 16 sheep-human orthologues (16 probes in both sheep and human) similarly expressed in both species (>1.5-fold, paired t-test p-values < 0.05). Intensity values are normalized to the mean expression within each subject. Red/Orange: high expression relative to median; yellow: mean expression; and blue: low expression relative to median.

### Venn diagram of differentially expressed genes in sheep

A Venn diagram was generated in order to identify those genes that were uniquely induced by each treatment as well as those in common (Fig 4). Each circle of the Venn diagram contains genes differentially expressed > 1.5Fold and p-value < 0.05. Forty-three (yellow) of the differentially expressed genes exhibit expression changes common to both treatments whereas 42 were specific to LPS and 53 to MPLA. The line graph reveals the relative expression levels of the common and differentially expressed genes (Fig 4).

**Fig 4:**
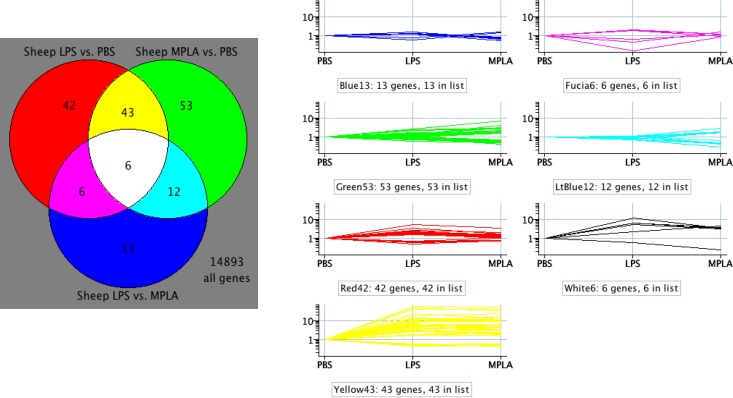
Differentially expressed sheep genes in at least one of three comparisons (>1.5-fold, paired t-test p-values <0.05, 175 probes) are displayed as normalized to the PBS sample within each individual. Line graph colors correspond to the colors in the Venn diagram (white = black).

### Venn diagram of differentially expressed genes in human

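Of the human probes tested, 281 were called at 1.5-fold with both LPS and MPLA and not between the 2 agonists. They represent 234 named genes, with 167 probes higher and 114 lower than in PBS. All 281 changed in 1 direction with both agonists, which follows largely from the grouping. A probe called in opposite directions would tend to be called between the agonists as well. Adjusted p-values from limma called 143 of the 281 with LPS and 148 with MPLA. Including probes that also differed between the agonists, 356 were called with both, and 355 of these changed in 1 direction. Probes higher with both numbered 236, where independent lists of the same lengths would share 15.0, and probes lower with both numbered 119, where independent lists would share 13.2. Across the 8017 probes, which are not independent replicates, the log2 changes with LPS and MPLA had a Pearson correlation of 0.81, a Spearman correlation of 0.64 and a covariance of 0.235. Both changes were taken against the same PBS arrays. Groups simulated without any change against shared PBS arrays gave a mean correlation of 0.44, with a range from -0.50 to 0.93 over 100 simulations, and a covariance of 0.066 on average and 0.347 at the highest. In these simulations 69.13 probes on average were called in 1 direction with both agonists, and 991 at the highest. An overlap as large as the real one can therefore arise without a change. The simulations exchanged the residuals of whole arrays within volunteers and so kept differences between arrays. The highest count therefore cannot be put down to the shared PBS arrays alone. When LPS was taken from 3 volunteers and MPLA from the other 3, each against their own PBS arrays, the median correlation over the 20 divisions was 0.51 (from 0.02 to 0.68) and the median covariance was 0.177. The count of 281 moved most without a filter on dim probes, to 614.

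**Figure D1:**
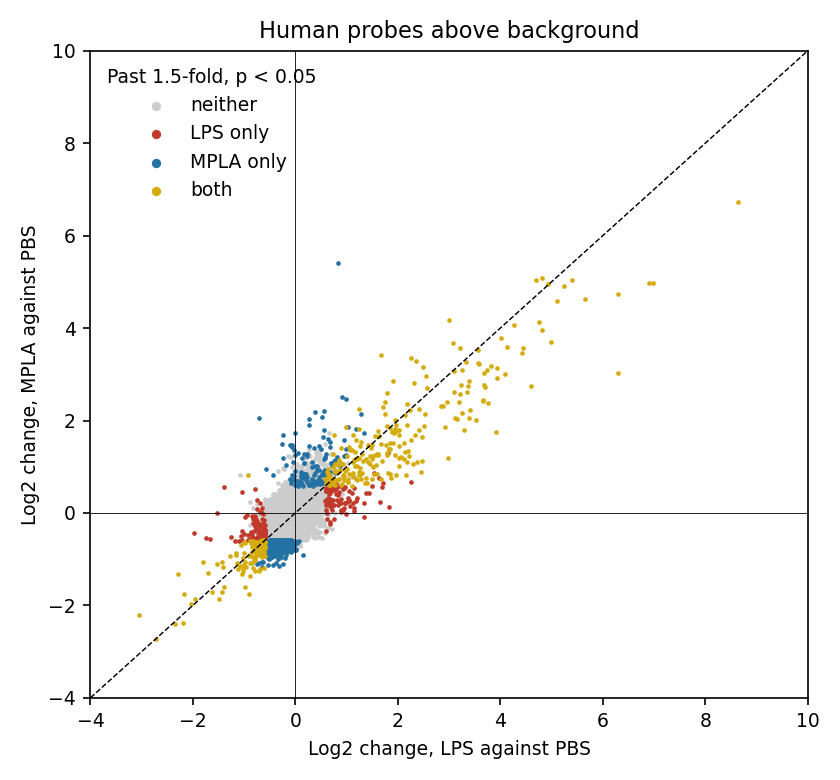
Log2 change with LPS against PBS (x axis) and with MPLA against PBS (y axis) for the 8017 human probes above background, colored by the contrasts in which limma called them at 1.5-fold and an unadjusted p under 0.05. The dashed line marks equal changes, and the 236 probes higher with both agonists lie along it or below it for the largest changes.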

A Venn diagram was generated for the human gene list resulting in 305 (yellow) of the >1.5-fold differentially expressed genes resulted in expression changes common to both treatments (Fig 5). 

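In human blood, 127 probes were called with LPS alone and 421 with MPLA alone. Of those called with LPS alone, 47 were higher and 80 lower, and of those called with MPLA alone, 82 were higher and 339 lower. The direction of these groups was not computed under another scaling, but with the percentile over probes above background on every array all calls with MPLA together were 467 higher and 282 lower. Adjusted p-values from limma called 18 of the 127 with LPS and 12 of the 421 with MPLA. A further 75 probes were called in all 3 contrasts, 61 with LPS and between the agonists, 75 with MPLA and between the agonists, and 69 between the agonists only, which makes 1109 probes in all. The count specific to LPS was 273 without the volunteer numbered 3 and 113 without the volunteer numbered 5, and the count specific to MPLA was 242 without the volunteer numbered 2 and 683 without the volunteer numbered 4. With the paired test of the methods on the same values, 136 probes were specific to LPS and 171 to MPLA.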

Two hundred and sixty two were specific to LPS and 297 to MPLA. 

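Among the probes common to both agonists, the median change was 2.02-fold with LPS and 2.03-fold with MPLA. The probes specific to LPS changed by a median of 1.63-fold with LPS and by 1.38-fold in that direction with MPLA. Those specific to MPLA changed by a median of 1.62-fold with MPLA and by 1.30-fold in that direction with LPS. Every probe of both specific groups changed in 1 direction with both agonists. This follows in part from the grouping, since a probe that moved in opposite directions would tend to be called between the agonists as well. Both changes also share the PBS arrays on which the probes were selected, so noise in PBS carries over from 1 change to the other, and no value for unchanged probes was computed for these medians. Probes called in all 3 contrasts had the largest medians, 5.52-fold with LPS and 3.68-fold with MPLA.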

The line graph reveals the relative expression levels of the common and differentially expressed genes.

**Fig 5:**
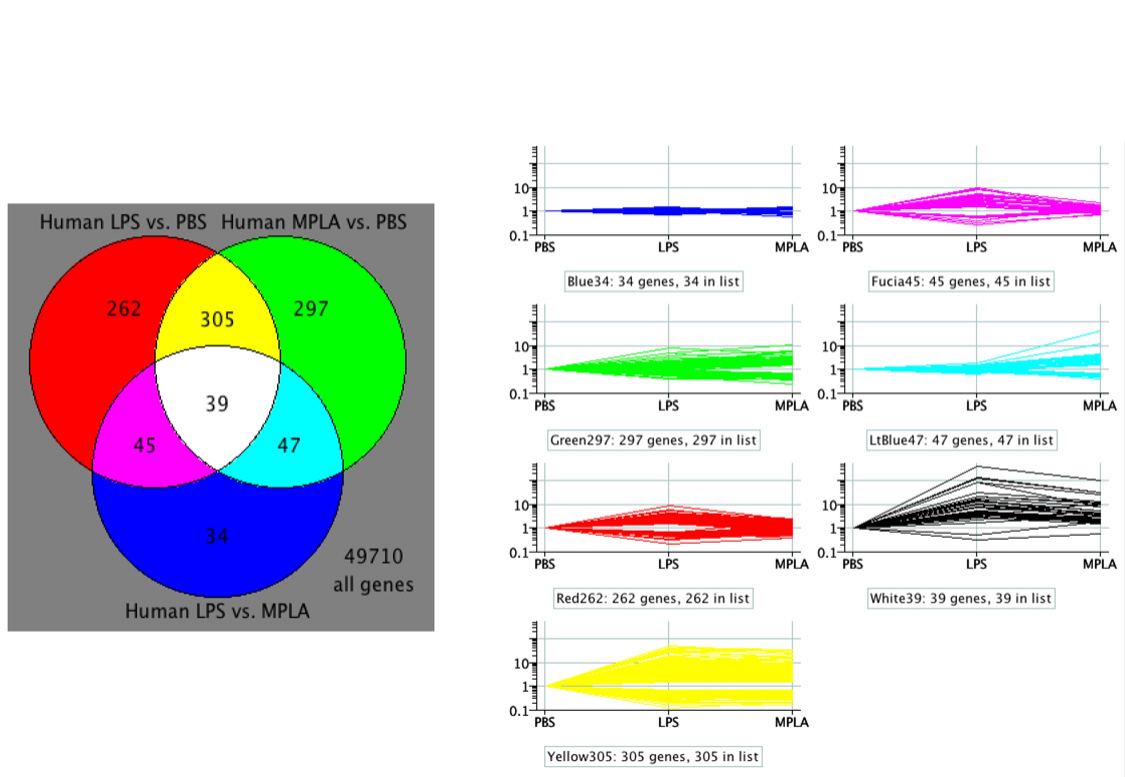
Differentially expressed human genes in at least one of three comparisons (>1.5-fold, paired t-test p-values <0.05, 1,029 probes) are displayed as normalized to the PBS sample within each individual. Line graph colors correspond to the colors in the Venn diagram (white = black).

### The list of differentially (1.5-fold) expressed genes in both human and sheep

Tables 1 & 2 list orthologous genes for both sheep (Table 1) and human (Table 2), meeting the criteria of a >1.5 fold change in expression and a paired T-test p-value of <0.05 in at least one comparison. 

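The 16 genes of Table 2 were read from the human probes that the table lists, and for BTG2, whose entry is not a probe, from its only probe on the array. IL6 rose most, by 8.64 ± 1.30 on the log2 scale with LPS (SD, n = 6 volunteers) and by 6.72 ± 1.48 with MPLA, but it lay above background on only 1 of 6 PBS arrays. IL1A lay above background on none of them, so its change is a bound of at least 51.9-fold higher with LPS and at least 13.0-fold higher with MPLA. TNF rose by 3.36 ± 0.79 and 2.74 ± 0.55 (limma adjusted p = 4.29e-07 and 6.54e-06), and NFKBIA by 2.41 ± 0.27 and 2.25 ± 0.29 (limma adjusted p = 2.36e-07 and 7.56e-07). NFKBIZ rose by 3.34 ± 1.22 and 3.27 ± 1.03. IL1B rose by 3.11 ± 0.70 with LPS and 2.61 ± 0.44 with MPLA, and CXCL8 by 2.14 ± 1.29 and 2.13 ± 1.76. SOD2 rose by 1.29 ± 0.23 with LPS and 0.87 ± 0.36 with MPLA. BTG2 rose by 0.63 ± 0.54 and 0.85 ± 0.53, and only the change with MPLA passed adjustment (limma adjusted p = 0.0321). INHBA lay above background on 1 array of each agonist and on no PBS array, so no fold change is given for it.

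**Figure D2:**
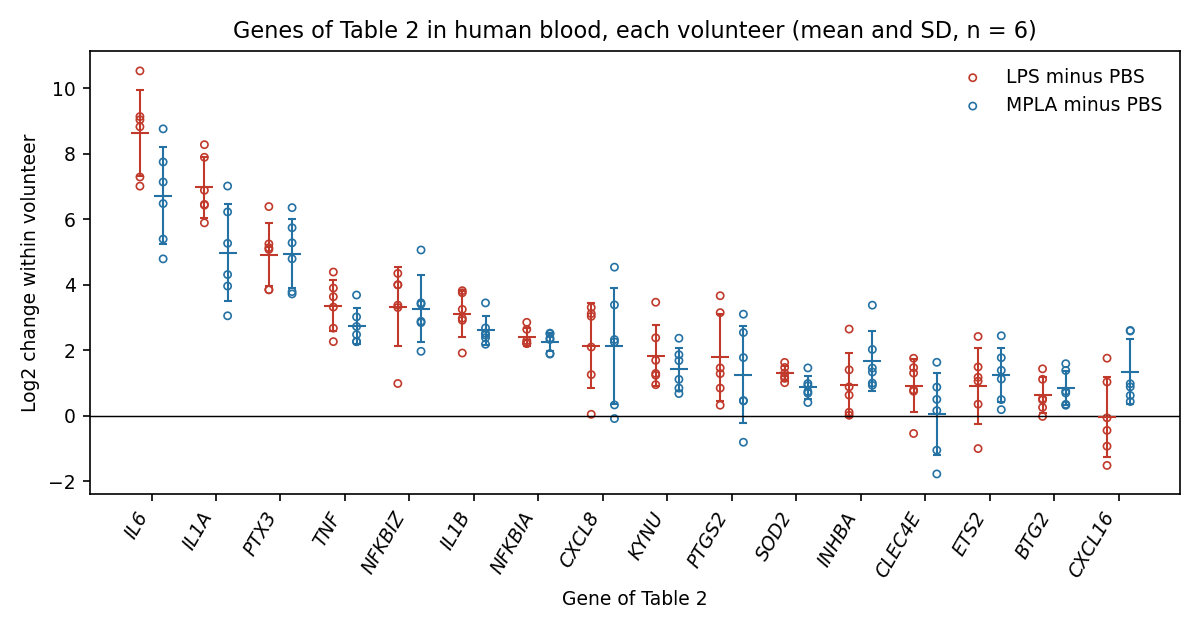
Log2 change against the PBS sample of the same volunteer (y axis) for each gene of Table 2 (x axis), with 1 circle per volunteer and the mean and SD of 6 volunteers, for LPS in red and MPLA in blue. IL6 has the largest mean with both agonists, and CXCL16 lies at -0.03 with LPS and 1.35 with MPLA.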

Of the 174 sheep probes with >1.5-fold change, 54 have an identified human orthologue. Twenty-two of the 54 orthologues show differential expression in the human samples. 

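The human arrays held 16 genes for this comparison, since Table 2 lists 16 human probes and Table 1 several sheep probes for some genes. At 1.5-fold and an unadjusted p under 0.05, limma called 15 of the 16 with LPS, all higher, 15 with MPLA, all higher, and 6 between MPLA and LPS. With p-values adjusted over all probes tested, 11, 13 and 1 were called. Adjusted over the list alone, 15, 15 and 3 were called, but the study chose the list on these samples, so this count is not independent evidence. ETS2, INHBA and KYNU were not above background in every replicate of any condition and were tested only because Table 2 lists them. The paired test of the methods called 13 of the 16 genes with LPS, 14 with MPLA and 5 between the agonists.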

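The human log2 changes were set against the ratios of Table 1, which are the paper's values for sheep, averaged on the log2 scale where several sheep probes stand for 1 gene. Of the 16 genes, 15 changed in the same direction in both species with LPS and 16 with MPLA, and without IL1A and INHBA, which lay above background on no PBS array, 13 and 14 of 14 did. With LPS, Pearson's r across genes was 0.75 (permutation test, two-sided, p = 0.00075) and Spearman's rho was 0.62 (permutation p = 0.013). With MPLA, r was 0.62 (permutation p = 0.0095) and rho was 0.39 (permutation p = 0.142). With signals floored at the lowest detected one, r was 0.754 with LPS and 0.546 with MPLA. These are correlations across genes, which are not independent replicates, and the genes had been selected for a change in both species. IL6 and IL1A lay farthest from the median. Without them r was 0.38 with LPS (permutation p = 0.176) and 0.15 with MPLA (permutation p = 0.610). Over the 14 genes without IL1A and INHBA, a restriction chosen after seeing the data, the human change was within 2-fold of the sheep change for 6 genes with each agonist and larger than in sheep for 9 with each.

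**Figure D3:**
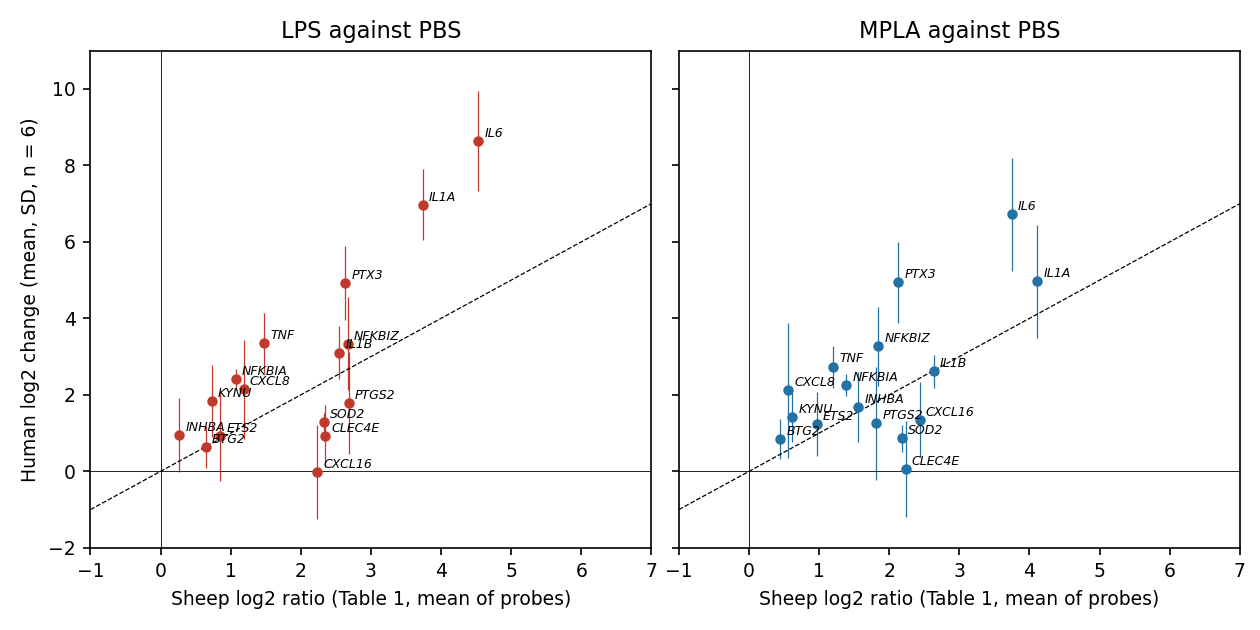
Human log2 change (y axis, mean and SD of 6 volunteers) against the log2 of the sheep ratio in Table 1 (x axis, the paper's values, mean of the probes of a gene) for the 16 genes, with LPS on the left and MPLA on the right. The dashed line marks equal changes, and IL6 and IL1A lie farthest out.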

Although one does not expect identical fold changes when comparing two model systems, the direction and magnitude of expression changes in both sheep and human models strongly correlate.

**Table 1:** Orthologues that changed greater than 1.5-fold in sheep.

Gene Symbol	Sheep Blood						Probe ID
	LPS/PBS		MPLA/PBS		MPLA/LPS		
	Mean ratio	P-value	Mean ratio	P-value	Mean ratio	P-value	
BTG2	1.56	1.28E-02	1.36	2.16E-01	0.87	5.97E-01	A_70_P047196
CLEC4E	4.88	2.87E-05	4.77	2.88E-04	0.98	9.18E-01	A_70_P003521
CLEC4E	5.33	5.41E-05	4.64	1.03E-04	0.87	4.86E-01	A_70_P003522
CXCL16	4.70	6.39E-03	5.40	2.03E-02	1.15	8.25E-01	A_70_P057176
ETS2	1.80	3.50E-03	1.95	1.64E-02	1.08	7.22E-01	A_70_P049396
IL-1B	5.85	1.89E-03	6.21	2.98E-03	1.06	8.97E-01	A_70_P039761
IL-1A	19.19	9.08E-05	23.59	1.19E-04	1.23	6.16E-01	A_70_P051176
IL-1A	9.31	4.62E-04	12.71	7.57E-04	1.37	5.00E-01	A_70_P051177
IL-6	23.08	3.85E-04	13.43	1.28E-03	0.58	3.50E-01	A_70_P039706
IL-8	2.26	1.40E-02	1.52	1.81E-01	0.67	2.77E-01	A_70_P039662
IL-8	2.29	3.35E-02	1.42	2.53E-01	0.62	2.54E-01	A_70_P039661
INHBA	1.08	7.96E-01	2.93	1.58E-02	2.70	3.94E-02	A_70_P051056
INHBA	1.34	3.97E-01	2.95	4.22E-03	2.21	6.74E-02	A_70_P051057
KYNU	1.66	1.84E-02	1.53	1.15E-01	0.92	7.61E-01	A_70_P048371
NFKBIA	2.10	7.37E-02	2.61	1.87E-02	1.24	6.33E-01	A_70_P068111
NFKBIZ	6.35	2.46E-05	3.58	5.99E-04	0.57	2.35E-02	A_70_P018791
PTGS2	6.42	6.67E-04	3.51	7.33E-03	0.55	1.48E-01	A_70_P039256
PTX3	7.05	1.60E-03	5.44	3.34E-02	0.77	7.06E-01	A_70_P010836
PTX3	5.47	3.50E-03	3.51	7.55E-02	0.64	5.15E-01	A_70_P010837
SOD2	5.31	1.83E-04	4.63	7.64E-04	0.87	6.23E-01	A_70_P067986
SOD2	4.74	1.59E-04	4.46	3.92E-04	0.94	8.04E-01	A_70_P067987
TNF	2.79	3.06E-04	2.29	1.47E-04	0.82	1.98E-01	A_70_P030271

**Table 2:** Orthologues that changed greater than 1.5-fold in human.

Gene Symbol	Human Blood						Probe ID
	LPS/PBS		MPLA/PBS		MPLA/LPS		
	Mean ratio	P-value	Mean ratio	P-value	Mean ratio	P-value	
BTG2	1.58	2.73E-02	1.80	1.12E-02	1.14	5.51E-01	Hs.519162
CLEC4E	1.93	3.62E-02	1.04	9.23E-01	0.54	1.80E-01	A_33_P3318509
CXCL16	1.00	9.99E-01	2.55	2.04E-02	2.55	6.06E-02	A_23_P38505
ETS2	1.92	1.06E-01	2.35	1.51E-02	1.22	6.35E-01	A_24_P314179
IL-1B	8.77	7.28E-05	6.11	2.78E-05	0.70	1.36E-01	A_23_P79518
IL-1A	122.60	1.37E-05	30.01	4.49E-04	0.25	2.16E-02	A_23_P72096
IL-6	405.70	1.47E-05	105.00	9.17E-05	0.26	3.67E-02	A_23_P71037
IL-8	4.50	9.93E-03	4.35	3.20E-02	0.97	9.57E-01	A_32_P87013
INHBA	1.90	7.58E-02	3.70	3.57E-03	1.94	1.15E-01	A_23_P122924
KYNU	3.64	4.51E-03	2.68	3.01E-03	0.74	3.70E-01	A_24_P11506
NFKBIA	5.40	2.66E-06	4.75	7.06E-06	0.88	2.66E-01	A_23_P106002
NFKBIZ	10.28	1.08E-03	9.61	5.68E-04	0.94	8.85E-01	A_23_P212089
PTGS2	3.52	1.96E-02	2.38	9.20E-02	0.68	5.01E-01	A_24_P250922
PTX3	30.90	5.83E-05	30.75	8.73E-05	1.00	9.91E-01	A_23_P121064
SOD2	2.50	2.29E-05	1.82	1.77E-03	0.73	2.62E-02	A_23_P134176
TNF	10.48	1.19E-04	6.66	5.90E-05	0.64	1.29E-01	A_23_P376488

## Discussion

The main finding of the study was that LPS and MPLA provoked comparable gene expression responses in both human and sheep blood, inducing similar increases (>1.5–2fold) in gene products that serve as markers for inflammation and sepsis. Those include genes for IL-1, IL-6 and IL-8, TNF alpha, and NF-kappaB. We also found similar increases (in both species) of genes, such as ETS2, PTGS2, PTX3, CXCL16, KYNU, and CLEC4E that are actively involved or upregulated in inflammation. For instance, ETS2 is a transcriptional factor that mediates Rho-GEF Trio-induced pro-inflammatory downstream mechanisms [24]; PTGS2, known as cyclooxygenase-2, has been shown to be critically involved in pathophysiology of sepsis [25]; PTX3 levels are markedly increased in plasma (up to 1,500 ng/mL) during endotoxic shock, sepsis, and other inflammatory and infectious conditions, including *A*. *fumigatus* infection, meningococcal diseases, dengue, tuberculosis, and leptospirosis [26–30]; and CXCL16 is an inflammatory chemokine that serves as a marker of inflammation, atherosclerosis, and acute coronary syndromes in humans [31].

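In human blood, PTX3 rose by 4.92 ± 0.96 on the log2 scale with LPS and by 4.95 ± 1.06 with MPLA (SD, n = 6 volunteers; limma adjusted p = 4.26e-08 and 6.64e-08). PTGS2 rose by 1.79 ± 1.32 with LPS (limma adjusted p = 0.0245) and by 1.26 ± 1.47 with MPLA (limma adjusted p = 0.163), where it was higher in 5 of 6 volunteers. KYNU rose by 1.84 ± 0.94 and 1.43 ± 0.65, and ETS2 by 0.92 ± 1.16 and 1.23 ± 0.83, although both lay above background on only 3 of the 6 PBS arrays. The change of ETS2 passed adjustment with neither agonist (limma adjusted p = 0.270 with LPS and 0.0716 with MPLA). CLEC4E was 1.89-fold higher with LPS, in 5 of 6 volunteers, and 1.04-fold with MPLA, and its change did not pass adjustment with LPS (limma adjusted p = 0.288). CXCL16 was 0.982-fold of PBS with LPS, higher in 2 of 6 volunteers, and 2.55-fold with MPLA, higher in 6 of 6 (limma adjusted p = 0.0427). A second CXCL16 probe, above background on every array, gave 0.673-fold with LPS and 1.93-fold with MPLA. Between MPLA and LPS the listed CXCL16 probe differed by 2.60-fold (limma adjusted p = 0.143) and the second by 2.87-fold (limma adjusted p = 0.000797).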

In the present study, we profiled 11,431 human and 4,992 sheep probes. We found 1,029 human and 175 sheep genes that were differentially expressed with more than 1.5-fold changes (p<0.05). Out of 175 sheep genes, 54 had a known human orthologue. Among the genes that have a human orthologue, 22 had > 1.5-fold changes in human samples, the majority of those changes were similar in direction and magnitude when comparing sheep to human blood. Although this study did not aim to individually describe all genes that were significantly altered by the stimulants (LPS and MPLA), the data strongly suggest that sheep genomic responses to LPS and MPLA are quite similar to those in human’s.

As mentioned, sepsis is an increasingly common malady in humans with mortality rates ranging from 20–50% depending on hospital site and the severity of sepsis [32, 33]. Despite recent advances in resuscitation and early antibiotic administration, the mortality rate for sepsis remains high [34]. Currently, there are no FDA-approved drugs for the treatment of sepsis despite a multitude of clinical trials. Some investigators have attributed the failure of past clinical trials to suboptimal animal models. The mouse has been the most commonly used animal model for the study of sepsis. A large number of interventions have shown promise in treating mouse sepsis but have not translated into clinical practice. Thus, recent papers have raised questions regarding the value of mouse models for the study of sepsis. Seok and colleagues reported that the whole blood transcriptional responses to LPS in mice were markedly different to that in humans [35]. Other investigators have pointed out differences in gene expression regulation and immunological phenotype among humans and mice [36, 37]. In addition to those biological differences, authors have pointed to modeling discrepancies that may attribute to suboptimal translation of results from the mouse to human [38]. For example, most murine studies employ inbred mice of young age and a single gender. Human populations are outbred and most patients that develop sepsis are older than the age of 65 years. Differences in the response to sepsis among males and females have also been demonstrated. Nevertheless, mouse models have been pivotal in defining innate and adaptive immune responses and have laid the groundwork to understanding biological responses to infection. Osuchowski and colleagues [39] have pointed out that murine models mimic the human response to sepsis in many ways at the physiologic and immunologic levels. Thus, evolution of mouse models for sepsis research to those that more closely mimic human demographics and characteristics may improve future translational research.

Given the current controversies surrounding mouse models of sepsis, it is important to consider alternative animal models to advance treatment of this common and debilitating condition. The ovine model has many attractive characteristics. The present study demonstrates similarities in the whole blood transcriptional response among humans and sheep. Past studies have also demonstrated that physiological responses to sepsis in the ovine model mimic those of human sepsis.

Ovine sepsis models have been well characterized and used for years in our Large Animal Translational Intensive Care Unit as well as in other large animal research facilities. The ovine endotoxemia model was developed in our laboratory, and the cardiopulmonary responses were extensively studied [40–43]. These studies showed that continuous infusion of very low doses (9, 12 and 24 ng/kg/h) of LPS closely resembled the hyperdynamic sepsis observed in septic patients and showed that sheep exhibit a sensitivity to LPS that is very similar to humans [41]. The sheep displayed increased cardiac output, decreased systemic vascular resistance and increased pulmonary artery pressure after the LPS administration [41]. The pulmonary lymph flow was dose-dependently increased by LPS and associated with a transient leukocytopenia, which was followed by leukocytosis starting at 4 hours after LPS administration. The results of these early studies with intravenously administered LPS indicate that sheep responses to LPS challenge are quite similar to a human’s, at least in regard to cardiopulmonary hemodynamics and in dose-dependent sensitivity. Compared to the mouse model, the sensitivity of sheep to LPS challenge is attractive since mice are resistant to LPS challenge and require doses of several orders of magnitude higher than in humans to induce similar pathophysiology.

Previous studies have also demonstrated anatomical, physiological and genomic comparability among sheep and humans during sepsis. Gajewski and colleagues showed no differences between human and sheep coagulation factors, such as activated partial thromboplastin time (aPTT) or prothrombin (PT) or factors II, V, VII, X [44]. Although factor VIII was slightly higher in ovine blood than in humans, these findings indicate quite a comparable pattern in coagulation system activation between the two species [44]. Craig and colleagues [45] reported that the "thromboangiitis" seen in non-pulmonary sepsis in sheep is almost identical to the vascular lesions described in human ARDS. Sheep have airway structures and functions i.e., airflow, resistance, compliance, respiratory rate and tidal volumes, similar to humans [46]. They have tonsils, bronchial glands, mast cell distributions, sensory nerves, airway capillaries and cartilage distributions, and mucus secreting cells [46] analogous to humans and the inhalation of allergens induces similar allergic reactions characterized by both early and late phase bronchoconstrictive responses and airway hyper-responsiveness [47, 48].

In addition to assessing the genomic response to LPS, we compared the genomic response of sheep and human blood to MPLA. MPLA is a TLR4 agonist and lipid A mimetic that is created by removal of the C1 phosphate group from native lipid A by hydrolysis or by *de novo* synthesis [18, 49]. That alteration decreases the pro-inflammatory effects of MPLA by greater than 100-fold compared to native lipid A [50]. Yet, MPLA retains potent immunomodulatory properties and is currently employed as an adjuvant in FDA-approved papillomavirus and hepatitis B vaccines and is under investigation for use in numerous other vaccine systems [15, 51]. Additional research shows that treatment with MPLA will augment the innate host response to bacterial infection [52]. However, the whole blood genomic response to MPLA has not been previously characterized. 

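The difference between MPLA and LPS was taken within each volunteer for IL1A, IL1B, IL6 and CXCL8, which encodes IL-8. IL1A was lower with MPLA in 6 of 6 volunteers, by -2.0 ± 0.80 on the log2 scale (SD, n = 6; two-sided exact sign-flip permutation test, p = 0.031). IL6 was lower in 6 of 6, by -1.92 ± 0.43 (same exact test, p = 0.031). IL1B was lower in 5 of 6, by -0.49 ± 0.72 (exact p = 0.1875). CXCL8 was lower in 2 of 6, with a mean of -0.02 ± 1.31 (exact p = 1). Over the 4 genes the mean difference was -1.11 ± 0.70 and was below 0 in 6 of 6 volunteers (exact p = 0.031). In the volunteer numbered 5 it lay close to 0, with IL1A at -0.88 and IL6 at -1.39 against IL1B at 0.77 and CXCL8 at 1.42. With normexp background correction or scaling to the median, the exact p of this mean was above 0.05. The smallest p that 6 pairs allow is 0.031. In the fit over all probes, the limma adjusted p was 0.0278 for IL1A, 0.0533 for IL6, 0.914 for IL1B and 0.996 for CXCL8. The dose of MPLA was 10 times that of LPS, so the dose and the agonist cannot be separated.

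**Figure D4:**
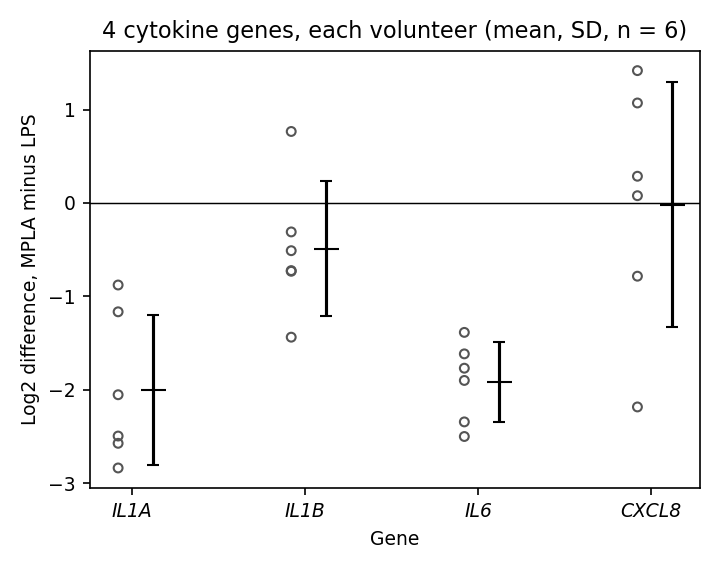
Log2 difference between the MPLA and the LPS sample of the same volunteer (y axis) for 4 cytokine genes (x axis), with 1 circle per volunteer and the mean and SD of 6 volunteers beside them. All 6 volunteers lie below 0 for IL1A and IL6, and 4 of 6 lie above 0 for CXCL8.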

Our results show that MPLA induces less robust transcription of pro-inflammatory genes such as IL-1α, IL-1β, IL-6 and IL-8 compared to LPS in both species. 

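A direct comparison of MPLA with LPS in human blood called 280 probes at 1.5-fold and an unadjusted p under 0.05, with 115 higher and 165 lower with MPLA. The balance depended on the scaling, with 154 higher and 134 lower after quantile normalization and 152 and 131 with the percentile over probes above background on every array. It depended on single volunteers as well, with 206 higher and 120 lower without the volunteer numbered 2. Without the volunteer numbered 5, 543 were called, 99 higher and 444 lower. After Benjamini-Hochberg adjustment, limma called 42, with 22 higher and 20 lower. CCL7 differed most, by 4.57 on the log2 scale (standard error 0.53, limma adjusted p = 0.000794). It was above background on 6 of 6 MPLA arrays, 1 of 6 LPS arrays and no PBS array. CCL2 was higher with MPLA by 2.77 (standard error 0.37, limma adjusted p = 0.0018), CCR1 by 1.94 (limma adjusted p = 0.000794), TUFT1 by 1.94 (limma adjusted p = 0.00822) and PHACTR1 by 1.80 (limma adjusted p = 0.00301), each in 6 of 6 volunteers. IFNB1 fell by 3.28 with MPLA relative to LPS (limma adjusted p = 0.0193) and CXCL10 fell by 2.15 (limma adjusted p = 0.0201), each in 6 of 6 volunteers. IFNB1 was above background on only 3 of 6 MPLA arrays and CXCL10 on 2 of 6, so the sizes of these 2 decreases are not exact. Without the volunteer block, 90 probes were called at 1.5-fold and 1 after adjustment. The paper reports that MPLA has a transcriptional profile of its own, which it characterizes by the number of genes specific to MPLA.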

We also observed that MPLA induces a unique transcriptional profile compared to LPS that is characterized by induction of 53 and 297 unique genes in sheep and humans, respectively, compared to LPS. These findings confirm the lesser pro-inflammatory profile of MPLA compared to LPS and its ability to uniquely modulate leukocyte immune responses. Our study also shows a similar genomic response to MPLA among sheep and humans, which supports the use of sheep for pre-clinical studies of MPLA.

The primary limitation of this study was that it compared the transcriptional response to MPLA and LPS in isolated human and sheep blood, but not under *in vivo* conditions. While the current study provides a useful comparison, future studies using blood taken from septic humans and sheep will serve to broaden these initial observations. However, it is worth noting that the comparison of genomic responses in human vs. ovine sepsis models are quite complicated because of challenges of matching causative infectious agents, concomitant morbidities, sepsis duration, severity of multiple organ failure, therapeutic interventions and other variables. The focus of the study on blood genomic responses also provides some limitation since genomic responses in other tissues such as lung, kidney and liver may vary from the changes noted in the blood. Nevertheless, blood is easily accessible and provides the only available tissue that can be routinely harvested from humans under most conditions.

In summary, the results of our present study indicate that the genomic responses to LPS and MPLA in sheep blood are quite similar to those observed in human blood. Based on these findings and previous pathophysiologic studies, the ovine model of sepsis provides an attractive model for translational research in the field of sepsis and the study of TLR-based immunomodulators such as MPLA.

How the deposited data were processed for this re-analysis (not part of the article)

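Whole blood from 6 volunteers was incubated with PBS, LPS or MPLA, and the 18 resulting RNA samples were measured on one-colour Agilent arrays. The authors deposited for each array the intensities of Agilent Feature Extraction 11.5.1.1, in which the processed signal is the spot intensity after background subtraction and correction for trends across the array, without normalization between arrays. The median intensities of each spot and of its local background are deposited in the same files. The authors also deposited a table of ratios, in which the processed signal of a probe is divided by 1 constant per array. Against the scanner values, that constant was the 75th percentile of the array within 0.00665 on the log2 scale, apart from 1 LPS array, where it was 41.9 in place of 46.9. Software flags for outlier spots and for signals well above background came with the files.

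From the processed signals, spots marked as outliers were left out, spots of 1 probe were averaged, and values were divided by the 75th percentile of the array and put on the log2 scale. Probes were tested when well above background in every replicate free of outlier marks, and in at least 4 such replicates, of at least 1 condition. The Data analysis section of the paper states values above background in all replicates of at least 1 condition, and the software mark and the minimum of 4 replicates were chosen here. This filter passed 8017 probes. The legend of Fig 2 states 4 of 6 replicates in any group, which was an alternative and passed 11395 probes, which is closer to the paper's number. Gene symbols came from a RefSeq table of assembly GRCh38.p14, matched on the transcript accession of each probe. Of the 50599 probes, 28174 were matched, and of the 8017 tested, 6700. The array design was annotated on an earlier build, so no coordinates are given.

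The 3 groups were fitted together with limma 3.58.1 in R 4.3.3, with the volunteer as a block, and the contrasts were LPS against PBS, MPLA against PBS and MPLA against LPS. Thresholds were 1.5-fold with an unadjusted p under 0.05, 1.5-fold with a Benjamini-Hochberg adjusted p under 0.05, and 2-fold with an unadjusted p under 0.05. The pairing was checked on values centred on their group. Arrays of 1 volunteer had correlations between 0.386 and 0.895 in 18 of 18 pairs, against a median of -0.17 between volunteers. Means over lists of genes were tested over the 6 volunteers with a two-sided exact sign-flip permutation test, and correlations across genes with 100000 permutations. Where a gene was above background on no array of a group, its change is given as a bound, with that group set at the lowest signal of a probe well above background on each array.

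The genes named are those of Table 2, whose values had been seen in the paper, the 5 genes with the largest increase and the 3 with the largest decrease in each contrast among adjusted calls that moved in 1 direction in all 6 volunteers, the members of 2 gene lists with the largest and smallest difference between the agonists, and TLR4, CD14, LY96, MYD88 and TICAM1. This rule, the tests and the alternatives below were set before the data were examined, except where stated. The lists were an interferon list of 20 genes and an NF-kB list of 24 genes.

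The method was tested on simulated data with 8017 probes, of which 200 changed between LPS and PBS. The noise was drawn independently for each probe and array, so shifts shared by many probes of an array were not simulated. The rates below may therefore not hold for the real arrays. After adjustment, limma recovered 4% of the probes changed by 1.5-fold, 48% at 2-fold, 90% at 4-fold and 96% at 8-fold. The paired test of the methods recovered 4%, 0%, 60% and 84% after adjustment. Of probes without a simulated change, 195 in LPS against PBS, 246 in MPLA against PBS and 237 in MPLA against LPS passed 1.5-fold with an unadjusted p under 0.05, and 7, 0 and 6 had an adjusted p under 0.05.

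Alternatives covered background correction (limma's normexp with an offset of 50, on median spot intensities because the files hold no mean ones), quantile normalization, scaling to the median or to the percentile of probes above background on every array, the authors' ratios, a floor at the lowest detected signal, 4 other filters, outlier spots kept, the paired test of the methods, no volunteer block, 2 groups per fit, means of linear ratios, the slide as a term, genes in place of probes, and each volunteer left out. Random divisions of the arrays used 100 draws. Figures were drawn with matplotlib 3.10.9, and the files were read with Python 3.11.15, pandas 2.3.3 and numpy 2.4.6. The sheep arrays and the RNA quality measurements were not available and were left out.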

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

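The within-slide test of the differences between MPLA and LPS was chosen after the values had been seen. It replaced a test with the slide as a term, which was set earlier but cannot change these differences, because LPS and MPLA have equal numbers of arrays on every slide. The divisions and exchanges of the arrays for adjusted and 2-fold calls were added after those at 1.5-fold had been seen.

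NFKBIZ rose by 0.99 on the log2 scale with LPS in the volunteer numbered 6, against 3.31 to 4.35 in the other 5, a gap that exceeds Dixon's critical value for 6 samples. Its change with MPLA in that volunteer was 2.84. Groups of 6 values were tested 88 times, so about 4.4 such gaps arise by chance, and this was the only 1 found. No technical or biological explanation of it was tested, and the value was kept.

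The paper does not report single genes outside Tables 1 and 2. Between MPLA and LPS, 40 probes outside the genes of Table 2 were called at an adjusted p under 0.05. The genes with the largest differences were CCL7 at 4.57 on the log2 scale, CCL2 at 2.77, CCR1 at 1.94, TUFT1 at 1.94 and PHACTR1 at 1.80, all higher with MPLA, and IFNB1 at -3.28 and CXCL10 at -2.15, both lower. The sizes for CCL7, IFNB1 and CXCL10 are not exact. CCL7 was above background on 1 of 6 LPS arrays, IFNB1 on 3 of 6 MPLA arrays and CXCL10 on 2 of 6 MPLA arrays. Chance assignment of the arrays is argued against for the 42 adjusted calls. Of 100 divisions of the 12 arrays, only 1, the real one, gave as many, and the highest other gave 0. Of the 32 exchanges of the agonists within volunteers only 1, again the real one, gave as many, with 0 as the highest other. The real assignment is always counted, so 1 of 32 is the lowest share possible. At the study's unadjusted threshold chance assignment cannot be excluded. There 29 of 100 divisions gave at least 280 calls, up to 1668, and 7 of 32 exchanges did, up to 662. At 2-fold the numbers were 23 of 100 divisions with at least 88 calls, up to 656, and 4 of 32 exchanges, up to 160. Divisions with several times the real count point to a structure of the samples, and the highest ones part 4 of the 6 volunteers' pairs. Leaving out the volunteer numbered 4 or 6 lowered the 42 adjusted calls to 13 and 14.

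A difference between slides is argued against by the values within slides. All 8 genes named for this contrast, the 7 above and IL1A, kept their sign within each of the 3 slides, and so did all 42 adjusted calls. CCL7 differed by 5.16, 4.99 and 4.04 in the 3 slides. It was above background on only 1 of the 6 LPS arrays, so these sizes are not exact. With the slide as a term beside the volunteer block, which changes the p-values but not these differences, 34 probes were called after adjustment and CXCL10 was not among them (limma adjusted p = 0.0566). These genes were selected for their difference, which limits what the signs can show. After CD14 and CCR1 were seen to be higher with MPLA, less monocyte RNA in the LPS samples was raised and tested as a candidate explanation. In a list of 12 monocyte genes without CD14, of which 8 were tested, the mean difference of the list medians was 0.134 ± 0.371 (SD over 6 volunteers; exact sign-flip permutation p = 0.4375), below the 0.82 of CD14 by more than that SD, which argues against it. What stays open is the dose, since MPLA was given at 10 ug/mL and LPS at 1 ug/mL. No test separates the dose from the agonist.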

How the results depend on the processing

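Alternatives were set before the data were examined, except 3 that combine or replace tests and 1 that combines a scaling with a volunteer left out, which were chosen after seeing the data and are named as such. The main results not listed under an alternative kept their direction and their side of the threshold, or a count within 1.5 times its value, except that the median of the interferon list with LPS, at -0.00 and not past the threshold, changed sign under several alternatives, with values between -0.065 and 0.10. Of the other results, mostly changes of single genes of Table 2, the most were affected by normexp background correction and by leaving out the block, with 8 that fell below the threshold and 4 that moved by more than 1.5 times under each. The cause was not tested unless stated. The scan coincided with the slide, so no separate term for it was run.

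The arrays of 1 volunteer were correlated, so the volunteer block was kept. Without the block or pairing, the calls were 325 for LPS against PBS (123 adjusted), 343 for MPLA against PBS (87 adjusted) and 90 for MPLA against LPS (1 adjusted), with 470 probes in all, 180 common to both agonists, 110 specific to MPLA and 3 of the Table 2 genes called between the agonists.

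With normexp background correction, the calls at 1.5-fold were 321, 378 and 140 for LPS against PBS, MPLA against PBS and MPLA against LPS, and 166, 135 and 38 at 2-fold. Adjusted calls were 149 with MPLA and 26 between the agonists. There were 517 probes in all, 159 common, 79 specific to LPS and 139 to MPLA, and 3 of the Table 2 genes differed between the agonists. The cytokine mean was -0.99 (exact sign-flip permutation p = 0.0625) and the correlation of human with sheep changes for MPLA 0.44 (permutation p = 0.088). Scaling to the median gave 157 adjusted calls with MPLA, 22 between the agonists, 270 probes specific to MPLA and a cytokine mean of -1.08 (exact sign-flip permutation p = 0.0625).

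Wider filters test more probes. With 4 of 6 replicates, the calls were 827 with LPS and 439 between the agonists (134 at 2-fold), and 251 were specific to LPS. With positive and significant signals in all replicates of a condition, 14306 probes were tested, and the calls were 1100, 1422 and 660 at 1.5-fold and 443, 450 and 184 at 2-fold, with 2211 in all, 459 common, 404 specific to LPS and 688 to MPLA. With such signals in 4 of 6 replicates, 22302 probes were tested, and the calls were 1425, 1746 and 965 and at 2-fold 542, 520 and 257, with 26 adjusted calls between the agonists, 2967 in all, 531 common, 584 specific to LPS and 887 to MPLA. With no filter, 50599 probes were tested, and the calls were 1687, 2080 and 1270 and at 2-fold 571, 553 and 309, with 3620 in all, 614 common, 681 specific to LPS and 1055 to MPLA, and the correlation of the LPS and MPLA responses was 0.64.

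With the paired test of the methods, 478 probes were called with MPLA, 723 in all and 171 as specific to MPLA, and adjusted calls were 130 with LPS, 43 with MPLA and 1 between the agonists. With 2 groups per fit, 163 adjusted calls were made with MPLA and 276 probes were specific to it. Means of linear ratios gave 218 specific to MPLA, and the slide as a term beside the replicate block gave 169 adjusted calls with MPLA.

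Of the alternatives chosen after seeing the data, the paired test with the filter of 4 of 6 replicates gave 125, 43 and 0 adjusted calls (1024, 1074 and 591 probes at an unadjusted p under 0.05), with 245 probes specific to LPS and 264 to MPLA. An unpaired test of the ratios to PBS between the agonists gave 122 calls (1 adjusted) and 2 of the Table 2 genes, with 478 calls for MPLA, 130 and 43 adjusted calls against PBS, 687 probes in all and 186 specific to MPLA. That test together with the authors' ratios and the filter of 4 of 6 replicates gave 164 calls between the agonists, 129, 41 and 0 adjusted calls (1051, 1095 and 204 at an unadjusted p under 0.05), 260 probes specific to LPS and 2 of the Table 2 genes.

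With each volunteer left out in turn, calls at 1.5-fold ranged from 451 to 737 for LPS against PBS, from 694 to 1209 for MPLA against PBS and from 218 to 543 for MPLA against LPS, the highest without the volunteer numbered 5. Adjusted calls ranged from 189 to 267, from 168 to 250 and from 13 to 37. Probes specific to LPS ranged from 113 to 273 and those specific to MPLA from 242 to 683. Tests over 5 volunteers cannot give an exact p below 0.0625, so for them only the size was compared.

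Without IL6 and IL1A, the correlation of human with sheep changes was 0.38 for LPS and 0.15 for MPLA. With means in place of medians, the difference of the interferon and NF-kB lists was 0.37 (exact sign-flip permutation p = 0.0625), and the change of the interferon list with LPS reversed from -0.00 to 0.81 (exact p = 0.031). With the floor at the detection limit, INHBA between MPLA and LPS reversed to -0.031, since the floor sets most of its arrays to 1 value.

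Chance assignment of the arrays to the groups was argued against for the adjusted calls against PBS and not for the unadjusted ones. The real assignment is always counted, so 1 of 32 is the lowest share that the exchanges allow. For the 262 adjusted calls with LPS, 1 of 100 divisions of the 12 arrays gave as many, with 64 as the highest other, and 1 of 32 exchanges within volunteers, with 1 as the highest other. For the 255 with MPLA, 2 of 100 divisions gave as many, with 1372 as the highest other, and 1 of 32 exchanges, with 1 as the highest other. A wrong division can therefore give more adjusted calls than the real one. At 1.5-fold, 13 of 100 divisions gave at least 544 calls with LPS (up to 2205) and 4 of 32 exchanges did (up to 860), and 14 of 100 gave at least 852 with MPLA (up to 3190) and 4 of 32 exchanges did (up to 980). At 2-fold, 8 of 100 divisions (up to 795) and 2 of 32 exchanges (up to 314) reached 255 with LPS, and 15 of 100 (up to 1492) and 2 of 32 (up to 278) reached 273 with MPLA. Divisions with several times the real count point to a structure of the samples. The highest other divisions part 4 or 5 of the 6 pairs, and the real one parts all 6.

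The signal over background limits the dim probes, since only 5252 of 50599 probes were well above background on all 18 arrays.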

Differences from the paper's values

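For human probes specific to LPS, the paper's text spells out a number, rounded here to about 260, and 127 were found here. With the filter of 4 of 6 replicates (251), and with the volunteers numbered 1, 2 or 3 left out (206, 186 and 273), the number lay within 1.5 times the paper's, and under the other alternatives set before the data were examined it did not. In the Venn diagram the paper gives about 39 probes in all 3 contrasts (Fig 5, read by eye), against 75 here. That number was reached within 1.5 times with normexp background correction (49), the paired test of the methods (51), no replicate block (29) and genes in place of probes (55), and under no other alternative set before the data were examined. For MPLA and MPLA against LPS, the paper gives about 47 (Fig 5, read by eye), against 75 here. Scaling to the median (50), the paired test of the methods (45), means of linear ratios (62), genes in place of probes (52) and leaving out the volunteer numbered 3 (61) or 6 (49) came within 1.5 times, and the other alternatives set beforehand did not. For MPLA against LPS only, the paper gives about 34 (Fig 5, read by eye), against 69 here, and normexp background correction (26), scaling to the median (45) and leaving out the volunteer numbered 3 (51) or 6 (48) came within 1.5 times, and the other alternatives set beforehand did not.

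For human probes above background, the paper's number is 11431, against 8017 here and 11395 with the 4 of 6 replicates filter.

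A combination chosen after seeing these values, with the authors' ratios, the filter of 4 of 6 replicates, a paired test against PBS and an unpaired test of the ratios to PBS between the agonists, gave 305 common probes, which matches the paper's number, with 260 specific to LPS, 295 specific to MPLA and 39, 45, 46 and 34 in the other fields. It dropped 0 of the 13, 14 and 2 calls that Table 2 holds for LPS, MPLA and MPLA against LPS. It is not the method the paper describes, which names a paired test throughout.

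The paper describes similar increases of 6 genes in both species. Of these 6, PTX3, PTGS2, KYNU and ETS2 had higher means with both agonists here. ETS2 passed adjustment with neither agonist (limma adjusted p = 0.270 with LPS and 0.0716 with MPLA). PTGS2 did not pass with MPLA (limma adjusted p = 0.163). CLEC4E was 1.04-fold of PBS with MPLA and CXCL16 was 0.982-fold with LPS. Both values are close to those of Table 2. The paper describes IL-8 among the genes that MPLA induces less than LPS, and CXCL8 was 0.987-fold between the agonists here and lower in 2 of 6 volunteers, while IL1A, IL6 and IL1B were lower, at 0.25, 0.264 and 0.711. The paper describes a strong correlation with sheep in direction and magnitude. The direction was shared by 15 and 16 of 16 genes here, and r over the 16 genes was 0.75 for LPS (permutation p = 0.00075) and 0.62 for MPLA (permutation p = 0.0095). Without IL6 and IL1A it was 0.38 and 0.15.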

Other observations

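The tests of the 75th percentile for MPLA against PBS, of the scaling constant and of the unpaired test were chosen after the result was seen.

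The number of probes specific to MPLA, 421, was compared with exchanges of LPS and MPLA within volunteers. In 12 of the 64 exchanges at least as many probes were specific to the group in the place of MPLA, up to 713, so that the same response to both agonists with noise around the threshold is not excluded as the source of this count. No biological explanation of the count was tested.

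More probes were lower than higher after MPLA at 1.5-fold, with 43.9% higher. A candidate explanation is the 75th percentile, which falls among probes not above background on 11 arrays. With the percentile over the probes above background on every array, 62.3% of the calls were higher. Other settings went both ways, with 64.3% after quantile normalization and 31.9% with the slide as a term. With the 75th percentile unchanged, the share was 64.1% without the volunteer numbered 2 and 30.9% without the volunteer numbered 5. The majority of lower probes was therefore also lost without a change of scaling. Without the volunteer numbered 5, 81.8% of the 543 calls between MPLA and LPS were lower with MPLA. With the percentile over the probes above background on every array and without that volunteer, 385 were called and 40.3% of them were lower. This alternative was chosen after seeing the data. The direction of small changes may therefore depend on the scaling and on single volunteers.

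The ratios of LPS to PBS in Table 2 are above those computed here by a median factor of 1.019. With the authors' ratios, in which the constant of 1 LPS array differs from its 75th percentile, the median factor was 1.0006, so that constant is a candidate explanation. The p-values of MPLA against LPS in Table 2 differ from those of the paired test of the methods, larger for most genes and smaller for IL1B, CXCL8, NFKBIA, NFKBIZ and SOD2. With the authors' ratios, 16 of the 16 lay within 10% of an unpaired test of the ratios to PBS. Within 10% of the paired test lay 4 of the 16, so the paired test does not give most of these p-values. The test had required fewer than 4, so by its bound the unpaired test as their source stays undecided.

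It was asked whether MPLA spares genes of the interferon branch below TLR4, as a hypothesis set before the data were examined. The interferon list lost less than the NF-kB list between LPS and MPLA, by 0.63 ± 0.29 on the log2 scale in 6 of 6 volunteers (two-sided exact sign-flip permutation test, p = 0.031). The interferon list, with 13 of 20 genes tested, was not raised by LPS at its median (-0.00, exact p = 0.96875) or by MPLA (0.08, exact p = 0.5), so it had little to lose, and its mean rose with LPS by 0.81 (exact p = 0.031). Its members that LPS raised most lost most, with IFNB1 at -3.28 and CXCL10 at -2.15 between MPLA and LPS, and the member with the largest gain was MX2 at 0.79. The losses of IFNB1 and CXCL10 are not exact, since they were above background on 3 and 2 of the 6 MPLA arrays. The NF-kB list, with 21 of 24 genes tested, of which Table 2 holds some, rose by 3.27 with LPS and by 2.70 with MPLA, and IL1A lost most and RELB gained most, at 0.12. Within the slide numbered 1 the difference of the lists was -0.86, and within the others 0.44 and 1.39. The hypothesis remains undecided, because the list median is near 0 over members that go both ways.

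The receptor of both agonists and its adaptors were also read. CD14 fell by 0.74 with LPS (limma adjusted p = 0.0854) and changed by 0.08 with MPLA. The 2 TLR4 probes gave 0.64 and 0.21 with LPS and 0.50 and -0.55 with MPLA, so no direction is given for MPLA. TICAM1 rose by 1.42 and 1.46 with 1 probe (limma adjusted p = 0.0297 and 0.0263), while its other probe was above background on no array. LY96 changed by -0.31 and -0.32, and MYD88 by 0.44 and 0.69, and no change of CD14, TLR4, LY96 or MYD88 passed adjustment.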
